A study of Mus musculus with 12 samples. Its data were reported in "Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells" (2018).

How the data were processed

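Ribosome profiling compared mouse embryonic stem cells (ESCs) with epiblast-like cells (EpiLCs), the more advanced pluripotent cells that ESCs turn into once the factors of the naive state are withdrawn. EpiLCs were collected about 56 hours after LIF and the 2i inhibitors, which hold ESCs in the naive state, were removed. Both cell types gave libraries of ribosome protected fragments (RPFs), the pieces of mRNA shielded by ribosomes from nuclease, and total RNA libraries. There were 4 groups of 3 libraries (ESC RPF, ESC total RNA, EpiLC RPF and EpiLC total RNA), 12 in all, grouped by the sample titles. Replicate numbers also came from the titles.

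The authors deposited raw counts per gene in one table of 22462 genes. Per the file headers and the methods of the study, adapters were trimmed with cutadapt, reads with a single mapping position were kept with STAR on mm10 and Gencode M14, and the 5′ end of each read was counted on the sense strand with featureCounts version 1.5.3. The annotation behind the deposited counts was coding sequence without its first 45 nt, which leaves out ribosomes that pile up after the start codon. Replicates were not pooled. How PCR duplicates were treated is not stated, so the reads cannot be taken as independent molecules and the detection floors below cover counting error only. The table also gives the length of the counted sequence. No column of per-sample values was left without a sample.

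From these counts the following were computed here. Gene identifiers were matched without their version suffix to symbols, which gave a symbol for 22385 genes and none for 77. Coordinates are those of the deposited table (mm10), from the first to the last counted base of a gene. GC content, gene type and 3′ UTR sequence came from Gencode M21 on the same genome assembly, a later release than the one used for counting. In the deposited annotation 526 genes share counted bases with another gene of the same strand, and values of such genes are uncertain.

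Genes with at least 3 CPM (counts scaled to a common library total) in at least 3 libraries were kept, which left 11750 genes. Counts were scaled with TMM factors in edgeR version 4.0.16 and passed to voom and limma version 3.58.1 in R version 4.3.3. A single linear model with the 4 groups as levels was fitted to all 12 libraries, without a replicate block. It gave the change of total RNA (called the mRNA change), the change of RPF, and the interaction of assay and cell type, which is the change of translational efficiency (TE, the ratio of RPF to total RNA). The study's methods name limma, an interaction term and the CPM filter. They do not state voom or TMM, which were chosen because the values are counts. P-values were adjusted by the Benjamini-Hochberg method over the 11750 genes, and a gene was called at an adjusted p below 0.05 with an absolute log2 fold change above 1. All fold changes are EpiLC over ESC on a log2 scale with 0.5 added to the counts, and folds of genes near 0 in a cell type depend on this and on the test. Where every library of a group had 3 counts or fewer, a fold was computed against that floor and is given as a lower bound.

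Sets of genes were tested for TE with limma's camera, 2-sided, with the correlation between genes estimated, and adjusted over 4 sets. The sets were chosen by gene symbol alone. The histone set can thus hold linker histones. The translation factor set takes symbols of Eif or Eef and a digit, and can hold genes named after a factor that are not factors. The range and agreement of TE between genes were described from log2 CPM with a prior count of 0.5, pairing RPF and total RNA by replicate number. Correlations across genes carry no p-value because genes are not replicates. The comparison of long non-coding with coding RNAs was not run, since the table counts coding sequence and only 47 of its genes are typed as long non-coding.

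The genes named were fixed by rule before the data were examined. They are the markers Zfp42, Esrrb, Klf4, Dnmt3b, Otx2, Fgf5, Pou5f1, Sox2 and Nanog, the 3 largest rises and 3 largest falls for mRNA and for RPF, and up to 5 of each for TE, among called genes that have a symbol and whose change had one sign in all 3 same-numbered pairs of cultures. Some genes that meet this rule are not reported here.

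The total count ranged from 2681439 in EpiLC RPF replicate 2 to 14655015 in EpiLC total RNA replicate 1, so that 3 counts equal 1.12 CPM in the first library and 0.205 CPM in the other. In chi-square comparisons of 12 same-group pairs of libraries over genes, the statistic per degree of freedom was 2.51 to 7.75, so no pair was alike within sampling noise. PCR and library noise also raise this statistic, so it does not show that cultures were separate. Each library was counted as a replicate because the titles number them so.

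The tests were tested on simulated data with the real library sizes and dispersions of 11750 genes. Each gene's mean per assay was taken over both cell types, so genes near 0 in a single cell type were not modelled. With 200 genes changed in RPF only, by 1.5 on the log2 scale, voom and limma recovered 172 for TE with 0 false calls. At a change of 2 on that scale they recovered 186, with 1 false call, and at a change of 3 they recovered 198, with 5 false calls. With no shift planted, camera gave p below 0.05 in 8 of 100 draws for ribosomal protein genes, 11 for the 7 genes of the mitochondrial genome, 5 for histone genes and 0 for translation factor genes. In these draws its p-values for the mitochondrial set ran low. Genes were drawn independently, whereas the correlation estimated in the real data was 0.776 for the mitochondrial set and 0.142 for histone genes. The draws therefore do not show how camera behaves on sets with such correlation. The 100 draws were made after a single draw without a shift had given a p-value under 0.05 for ribosomal protein genes. With a planted shift of 0.3 on the log2 scale in the ribosomal protein genes, p was below 0.05 in 20 of 20 draws.

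Alternatives fixed before the data were examined were edgeR's quasi-likelihood test, DESeq2 version 1.42.0, limma-trend, weights per library, other scalings, other expression filters, no limit on the fold change, a replicate block, fits within an assay, and leaving out each library in turn. A correction for GC content was added after the data had been seen. In it, a loess on GC content was subtracted from each library. A planted GC trend over 11750 simulated genes gave a rank correlation with TE change of 0.609 before this correction and 0.00678 after it. The pairing of cultures comes only from the shared replicate numbers in the titles. Whether RPF and total RNA of the same number came from one culture dish is not stated in the labels, though the study describes its total RNA as matched.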

Results

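Ribosome profiling and matched total RNA sequencing were carried out on ESCs and EpiLCs, with 3 replicates of each cell type and assay. The question was whether translation changes along with mRNA levels in the ESC to EpiLC transition. Total counts per library were 11491044 to 13477432 in ESC total RNA, 6188838 to 14655015 in EpiLC total RNA, 4777262 to 11359352 in ESC RPF and 2681439 to 5413144 in EpiLC RPF. The EpiLC RPF libraries were thus the shallowest on average, with a mean of 4312520 ± 1441039 counts (SD, n = 3). ESC RPF replicate 2 (4777262) was shallower than EpiLC RPF replicates 1 (4842978) and 3 (5413144). RPF values of low genes are the least precise in such shallow libraries. The 10 genes with the most counts took 3.79% to 4.70% of a library. Spearman's rho of log2 CPM over the 11750 tested genes was 0.995 to 0.996 within ESC total RNA, 0.992 to 0.994 within EpiLC total RNA, 0.991 to 0.992 within ESC RPF and 0.983 to 0.987 within EpiLC RPF. Between ESCs and EpiLCs it was 0.883 to 0.910 for total RNA and 0.868 to 0.887 for RPF. These correlations are across genes, which are not independent replicates.

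Markers of the naive and primed states were examined first. Zfp42 (ENSMUSG00000051176.6, chromosome 8, 43295596 to 43296417, mm10), a naive marker, fell in total RNA from 392 ± 18.6 to 34.9 ± 6.25 CPM (SD, n = 3 per group). Its log2 fold change was -3.45 ± 0.12 (SE, limma adjusted p 5.19e-18) for mRNA and -3.83 ± 0.14 (adjusted p 6.12e-17) for RPF. The naive markers Esrrb (chromosome 12, 86421960 to 86519065) and Klf4 (chromosome 4, 55528125 to 55531710) had log2 fold changes of -5.00 and -5.52 for mRNA and of -4.92 and -5.69 for RPF. Dnmt3b (ENSMUSG00000027478.15, chromosome 2, 153661476 to 153686399), a primed marker, rose from 135 ± 41.1 to 1031 ± 53.6 CPM in total RNA and from 118 ± 12.5 to 1376 ± 136 CPM in RPF. The spread of Dnmt3b in ESC total RNA came from replicate 2, with 2125 counts against 1341 in replicate 1 and 1490 in replicate 3. Otx2 (chromosome 14, 48658706 to 48662495) rose by 3.11 ± 0.17 for mRNA and by 3.99 ± 0.20 for RPF on the log2 scale. Fgf5 (chromosome 5, 98254457 to 98275552) rose by 5.76 ± 0.67 for mRNA and by 7.35 ± 0.80 for RPF. Fgf5 had 1, 25 and 3 counts in ESC total RNA replicates 1, 2 and 3, so its fold rests on few reads.

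**Figure D1:**
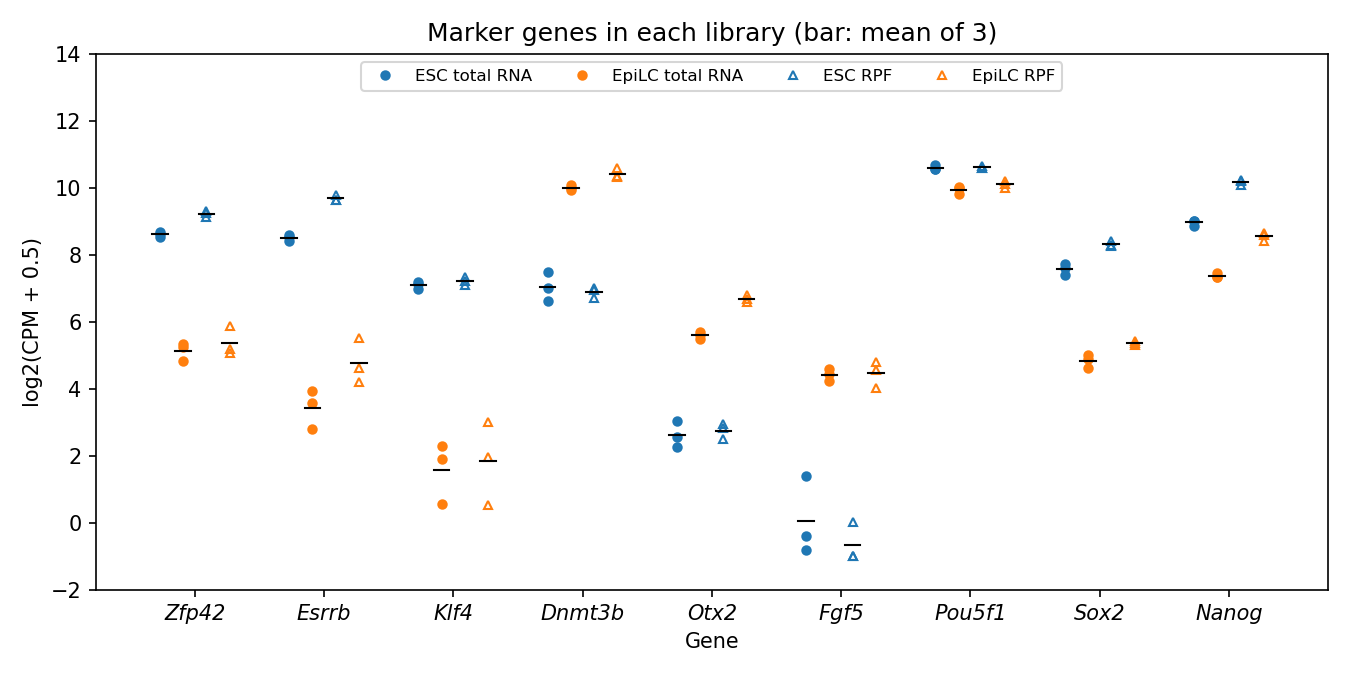
Expression of 9 marker genes in each library as log2(CPM + 0.5), with circles for total RNA, triangles for RPF, blue for ESCs, orange for EpiLCs and a bar at the mean of 3 replicates. The 3 naive markers Zfp42, Esrrb and Klf4 lie lower in every EpiLC library than in any ESC library of the same assay, and the 3 primed markers Dnmt3b, Otx2 and Fgf5 lie higher.

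The pluripotency genes shared by both states changed less, except for Sox2 under the GC correction. Pou5f1 (chromosome 17, 35506145 to 35510551) had log2 fold changes of -0.65 ± 0.05 for mRNA (limma adjusted p 8.51e-11) and -0.50 ± 0.06 for RPF (adjusted p 1.09e-07), beyond the replicate error but within the fold limit of 1 on the log2 scale. Sox2 (chromosome 3, 34650461 to 34651375) had -2.72 ± 0.11 for mRNA and -2.96 ± 0.12 for RPF. Nanog (chromosome 6, 122707828 to 122713555) had -1.58 ± 0.07 and -1.61 ± 0.06. None of these 9 genes was called for TE. The smallest limma adjusted p among them was 0.0894 for Dnmt3b, with a TE change of 0.59 ± 0.17. With the replicate block it was 0.0424 and with the block that joins RPF and total RNA of the same number 0.0128, where the TE change of Dnmt3b stayed under the fold limit, at 0.59 and 0.57. Otx2 had a TE change of 0.88 ± 0.27 (limma adjusted p 0.105). It passed both thresholds in 1 of the 12 fits that left out a library, without ESC total RNA replicate 1 (1.09, limma adjusted p 0.0479). Replicate 2, which that fit keeps and which lay nearer the EpiLC libraries, had 91 Otx2 counts, against 59 and 63 in replicates 1 and 3. A higher total RNA level in ESCs lowers the mRNA change and raises the TE change, so this call leans on replicate 2.

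Across all genes, 1712 were higher and 1140 lower in EpiLC total RNA at the threshold, which is 24.3% of the 11750 genes. Cultures with the same number did not deviate together, with a mean correlation of 0.00861 between the deviations of same-numbered ESC and EpiLC total RNA libraries from their group means. With the replicate block the counts were 1726 and 1139. Removing the fold limit moved these counts most, to 4068 higher and 3612 lower. The largest falls were those of Gprc5a (chromosome 6, 135078602 to 135083833), with a log2 fold change of -6.49 ± 0.78 (limma adjusted p 8.45e-08), and Phf11d (chromosome 14, 59349049 to 59361853), with -6.48 ± 0.65. Myo1g (chromosome 11, 6506676 to 6520809) had at most 1 count in any EpiLC total RNA library and was at least 20.3-fold lower. The largest rises were those of Jakmip2 (chromosome 18, 43537676 to 43590631), with 5.98 ± 0.64 (adjusted p 9.75e-09), Spon1 (chromosome 7, 113766374 to 114039964), with 5.93 ± 0.71, and Xkr4 (chromosome 1, 3216022 to 3671303), with 5.92 ± 0.69. These sizes and their order depend on the test, with -4.59 for Gprc5a and 4.53 for Spon1 in edgeR. Of the named falls, that of Myo1g was the largest and that of Gprc5a the smallest in edgeR and in DESeq2. Leaving out a library gave -7.95 to -5.25 for Gprc5a and 4.06 to 7.03 for Spon1. All 21 EpiLC total RNA counts of Gprc5a were in replicate 1. Spon1 had 0, 26 and 9 counts in ESC total RNA replicates 1, 2 and 3.

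In RPF, 1815 genes were higher and 1244 lower. The mean correlation of same-numbered deviations was 0.0268 for RPF, and the replicate block gave 1827 and 1243. Enpp2 (chromosome 15, 54839366 to 54919686) had the largest rise, from 0.996 ± 1.37 to 129 ± 18.7 CPM, a log2 fold change of 8.60 ± 1.0 (limma adjusted p 8.81e-08). Its RPF counts in ESC replicates 1, 2 and 3 were 20, 2 and 0, and edgeR gave a log2 fold change of 7.08. Thbs1 (chromosome 2, 118112688 to 118125029) rose by 8.13 ± 0.88. Apod (chromosome 16, 31297341 to 31311091) had the largest fall, -7.17 ± 0.67, followed by Prdm14 (chromosome 1, 13114260 to 13125790) with -7.13 ± 0.76. All 16 EpiLC RPF counts of Prdm14 were in replicate 1. Ffar3 (chromosome 7, 30854934 to 30855848) had at most 2 counts in any EpiLC RPF library and was at least 25.1-fold lower.

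The RPF change followed the mRNA change across genes. Spearman's rho between both log2 fold changes was 0.906 and Pearson's r 0.950 over 11750 genes, and within same-numbered pairs of cultures rho was 0.859, 0.795 and 0.849. At the threshold 2515 genes were called in the same direction in both assays and 0 in opposite directions, while 337 were called only in total RNA and 544 only in RPF. A gene called in a single assay is not thereby shown to change in TE, which was tested by the interaction.

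**Figure D2:**
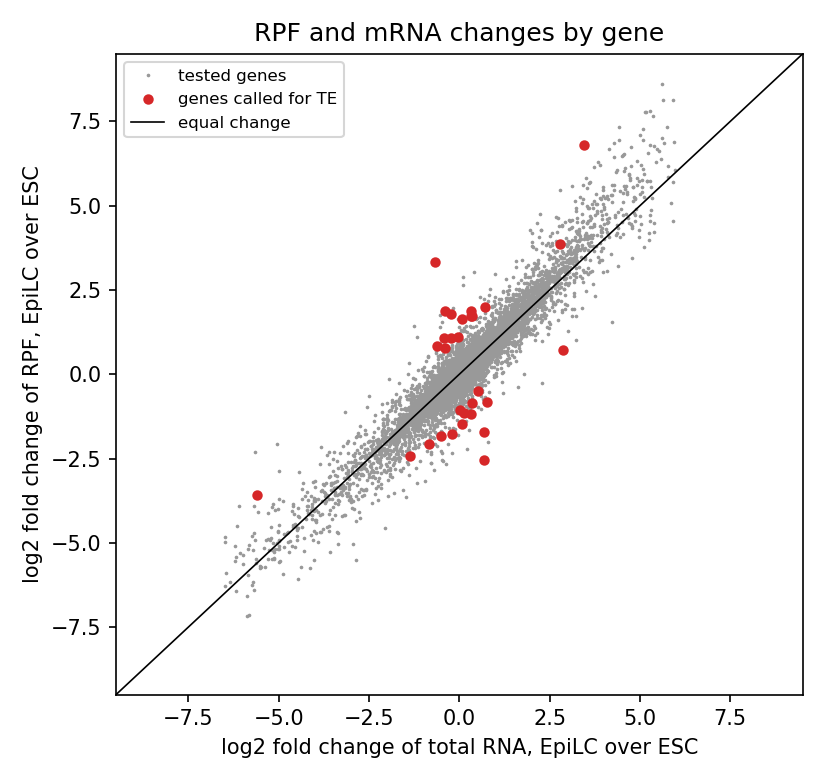
Log2 fold change of RPF (vertical axis) against that of total RNA (horizontal axis), EpiLC over ESC, for 11750 tested genes in grey, with the 30 genes called for TE in red and a line at equal change. Most genes lie near the line, and Spearman's rho of the fitted changes is 0.909.

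TE changed at the threshold in 30 genes, 16 higher and 14 lower in EpiLCs, or 0.255% of those tested. Without the fold limit 141 genes passed at an adjusted p below 0.05. The median SE of a TE change was 0.20 on the log2 scale, against 0.12 for mRNA and 0.16 for RPF. In simulated data of this depth, 86.0% of genes with a TE change of 1.5 on the log2 scale were recovered, so smaller changes are less well covered. That share does not cover genes near 0 in a single cell type, which the simulation left out. edgeR's quasi-likelihood test gave 18 higher and 17 lower, and DESeq2 gave 34 and 23. With the replicate block 30 were higher and 23 lower, although the correlation of same-numbered deviations was near 0 between cell types, and the block that joins RPF and total RNA of the same number gave 19 and 13. Within a cell type that correlation averaged -0.0407 for ESC and 0.0724 for EpiLC RPF and total RNA. Of the 30 genes, 24 were also called in RPF, 5 in total RNA and 5 in neither.

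Among TE rises, Ptges3 (ENSMUSG00000071072.12, chromosome 10, 128068715 to 128076086) had a log2 change of 2.28 ± 0.27 (SE, limma adjusted p 5.65e-05). Its RPF rose from 6.21 ± 0.36 to 22.1 ± 6.22 CPM while its total RNA went from 15.6 ± 1.42 to 12.1 ± 0.95 CPM. Lgals4 (chromosome 7, 28834448 to 28841633) rose in TE by 2.02 ± 0.43 (adjusted p 0.0191). Vwf (chromosome 6, 125547021 to 125686539) also rose by 2.02, with an SE of 0.41 (adjusted p 0.0135), because its RPF fell less than its total RNA. Pcdhga8 (chromosome 18, 37725938 to 37840129) rose by 3.98 ± 0.80 (adjusted p 0.0132), but it shares 375 of its 2754 counted nt with other genes and had 0, 0 and 4 RPF counts in ESCs, and its TE is uncertain.

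Among TE falls, Npr1 (chromosome 3, 90451120 to 90465458) had -1.58 ± 0.24 (limma adjusted p 0.000599), with RPF going from 54.5 ± 13.1 to 31.7 ± 6.15 CPM and total RNA from 20.4 ± 1.61 to 33.7 ± 4.36 CPM. Adcy2 (chromosome 13, 68620720 to 68999250) had -2.40 ± 0.50 (adjusted p 0.0165), Nsmf (chromosome 2, 25054646 to 25062659) -2.16 ± 0.49 (adjusted p 0.0272) and Ggps1 (chromosome 13, 14053694 to 14057820) -1.55 ± 0.39 (adjusted p 0.0474). Zbtb4 (chromosome 11, 69775916 to 69779401) had at most 2 RPF counts in any EpiLC library, and its RPF was at least 1.76-fold lower while its total RNA rose from 2.72 ± 0.81 to 4.24 ± 0.51 CPM. Ptges3, Lgals4 and Npr1 were called in every fit that left out a library, and the other named genes lost the call in at least 1 such fit. With all libraries, Zbtb4 lost the call in edgeR (adjusted p 0.0623) and in DESeq2 (adjusted p 0.0605). Ggps1 lost it in limma-trend, with the other scalings and without an expression filter. Ggps1 also lost it with the GC correction and with the block that joins same-numbered RPF and total RNA. Its adjusted p in these fits was 0.0502 to 0.0785.

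None of 4 gene sets changed in TE at an adjusted p below 0.05. The median TE change was 0.13 on the log2 scale for 66 ribosomal protein genes (camera p 0.0539, adjusted p 0.215), with medians of 0.10, 0.14 and 0.04 in same-numbered pairs 1, 2 and 3. It was 0.28 for 7 genes of the mitochondrial genome (adjusted p 0.505), where the medians in the 3 pairs were 0.61, -0.98 and 0.69 and so differed in sign. It was -0.05 for 55 histone genes (adjusted p 0.505), with -0.00022, -0.03 and -0.21 in the pairs. For 63 translation factor genes it was 0.06 (adjusted p 0.287), with 0.037, 0.044 and 0.034. Each set except the mitochondrial genes thus had the same sign in 3 of 3 pairs. Relative to the median of all genes the shifts were 0.13, 0.27, -0.05 and 0.06 in that order, and with the replicate block they were 0.11 (adjusted p 0.186), 0.24 (0.455), -0.06 (0.455) and 0.06 (0.186).

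Within ESCs, the gene at the 75th percentile of TE had a 2.19-fold ± 0.04 (SD, n = 3) higher TE than the gene at the 25th percentile, and within EpiLCs the fold was 2.33 ± 0.09. TE per gene was shared by both cell types, with Spearman's rho of 0.885 between their mean log2 TE over 11750 genes. In same-numbered pairs rho was 0.834, 0.761 and 0.802, against 0.802 to 0.865 between replicates of one cell type.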

Values the study reported

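The study reported 1890 genes higher and 1532 genes lower in EpiLCs by RNA-Seq. Its text does not say whether these came from the total RNA of the ribosome profiling or from other RNA-Seq libraries of the study. The mRNA counts given above come from coding sequence in the profiling libraries, so the numbers may not be directly comparable. It described very few changes of translational efficiency between the cell types and gave no count for them in its text.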

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

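Of 261 values of the 14 results that answer a comparison, recomputed under the alternatives, 225 stayed within the replicate spread, within 1.5 times of the count, or on the same side of the test. The other 36 are given here.

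Counts of changed genes moved with the filter and the fold limit. Keeping every gene with a count gave 2685 higher and 1756 lower for mRNA, and keeping genes with at least 10 counts in every library gave 967 and 628 for mRNA and 1095 and 674 for RPF. That filter also removes genes near 0 in a single cell type. Without the fold limit there were 4068 higher and 3612 lower for mRNA, 3660 and 3369 for RPF, and 67 and 74 for TE. The tests and scalings kept the mRNA and RPF counts within 1.5 times. The GC correction, chosen after the data had been seen, gave 1549 higher and 1279 lower for mRNA and 1617 and 1472 for RPF, so the share of calls that were higher went from 60.0% to 54.8% for mRNA and from 59.3% to 52.3% for RPF. Across 12 fits that each left out a library, counts ran from 1625 to 1770 higher and 1101 to 1176 lower for mRNA, and from 1699 to 1813 and 1222 to 1316 for RPF.

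The TE counts depended more on the test. DESeq2 gave 34 higher and 23 lower, and the replicate block 30 and 23. The cause was not tested. Leaving out a library gave 13 to 38 higher and 6 to 22 lower, with 17 to 27 of the 30 genes called again. The 38 came without ESC total RNA replicate 1, with 13 lower, whereas leaving out ESC total RNA replicate 2 gave 13 higher and 8 lower. Of the 30 genes, 12 were called in every fit of all libraries and 11 of these also in every fit without a library. The GC correction together with the replicate block, also chosen after the data had been seen, gave 33 and 26.

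For the gene sets, the shift of histone genes was 0.0060 without ESC total RNA replicate 3 and 0.038 without EpiLC RPF replicate 3, against -0.05 with all libraries, and it ran from -0.12 to 0.038 over the 12 fits. The shift of translation factor genes was 0.039 as a mean over pairs, against 0.057, and it ran from 0.021 to 0.081 over the 12 fits. Over the same fits the shift ran from 0.073 to 0.16 for ribosomal protein genes and from 0.091 to 0.46 for mitochondrial genes. With the filter of at least 10 counts the shift of ribosomal protein genes was 0.042, against 0.13. The GC correction, added for the sets after the data had been seen, gave shifts of 0.11 for ribosomal protein genes, 0.59 for mitochondrial genes, -0.16 for histone genes and 0.080 for translation factor genes (adjusted p 0.139 to 0.176). No set passed the threshold with total counts, the filter of at least 10 counts, the inter-gene correlation preset, the replicate block, the GC correction with or without it, or a library left out. With the correlation preset, the camera adjusted p came near the threshold. It was 0.0601 for ribosomal protein, mitochondrial and translation factor genes and 0.0988 for histone genes. Other tests and scalings were not run for the sets. The range of TE in ESCs was 2.07-fold over genes with at least 10 counts, 2.10-fold over genes expressed in both assays, and 2.15-fold with a prior count of 2. The agreement of TE was 0.929 over genes with at least 10 counts and 0.840 to 0.879 without a replicate number. Mean replicate concordance was 0.981 by Pearson against 0.991 by Spearman. The cause of these shifts was not tested.

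Of 49 results for named genes, 36 kept direction and call in every setting. Over all settings, where the fits without a library enter by their lowest and highest value, 20 values lost the call, 3 gained it and 10 reversed. A call was lost in at least 1 fit without a library for 7 results and gained for 1. A gene was filtered out in 32 settings. Of the 12 largest mRNA and RPF changes chosen by the rule, 10 were smaller in size in edgeR than in limma and 10 in DESeq2. The reversals were all TE changes of markers, none called. Klf4, at -0.16 with limma, had 0.13 in edgeR, 0.31 in DESeq2, 0.13 in limma-trend, 0.11 with library weights and 0.30 with the culture block. Nanog, at -0.02, had 0.00358 with total counts and 0.00620 without the top genes. Leaving out a library gave -0.97 to 0.85 for Klf4, -0.075 to 0.037 for Nanog and -0.37 to 0.48 for Esrrb. For Dnmt3b TE the adjusted p ran from 0.0128 to 0.267 over 14 alternatives on all libraries and from 0.00472 to 0.253 over the 12 fits without a library, with no call. For Otx2 TE it ran from 0.00851 to 0.172 and from 0.0479 to 0.334, with a call in 1 of the 12 fits. For Dnmt3b and for Otx2 the lowest of the 12 came without ESC total RNA replicate 1. The comparison of long non-coding RNAs was not run.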

Other observations

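The tests of mixed libraries and of the GC correction were chosen after the values had been seen, and those of other splits, fold change slopes, GC content, length and miRNA sites were fixed before their results. The thresholds that define mixture genes, and the rule that their quartile ranges must not overlap between libraries, were also set after the data had been seen.

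Other splits of the libraries were refitted for each comparison. There are 10 splits of 6 libraries or cultures into 3 and 3, and 4 of them, with the real one, part all 3 same-numbered pairs. Among these 4, only the real split, 1 of the 4, gave as many genes for mRNA, for RPF and for TE. The other 3 gave 0 genes, with 65 to 627 genes at an unadjusted p below 0.05 for mRNA, 192 to 1238 for RPF and 35 to 69 for TE, against 7990, 7489 and 1634 in the real split. The 6 splits that part a single pair also gave 0 genes. A share under 25% cannot be reached with 4 splits, so chance cannot be excluded in this way.

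ESC total RNA replicate 2 lay nearer the EpiLC libraries than replicates 1 and 3. A candidate explanation is EpiLC material in this library. Over 14 genes on in EpiLC RPF (at least 10 CPM) and almost off in every ESC RPF library (at most 0.5 CPM), it held 9.49% of the EpiLC total RNA level, against 1.77% and 3.55% in replicates 1 and 3. The quartiles of the genes were 7.92% and 10.5%, so the share was similar from gene to gene. In a simulation, 3% of EpiLC total RNA added to replicate 3 raised its share from 3.55% to 6.82%. Differentiated cells in the culture should also raise ESC RPF replicate 2, if both libraries came from one culture. Over 6 genes chosen on total RNA, ESC RPF replicate 2 held 1.51% of the EpiLC RPF level, between the 2.51% of replicate 1 and the 1.40% of replicate 3. The total count was 0.931 times the mean of the other libraries, so depth does not account for the pattern. Mixing at the level of the library remains, as a hypothesis from few genes. Differentiated cells also remain possible if the total RNA came from a different culture than the RPF library.

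ESC genes stood higher in EpiLC RPF replicate 1. Over 18 genes on in ESC total RNA and almost off in EpiLC total RNA replicates 2 and 3, EpiLC RPF replicate 1 held 6.53% of the ESC RPF level, against 1.73% and 0.736% in replicates 2 and 3. Over 18 genes chosen on RPF, EpiLC total RNA replicate 1 held 3.16% of the ESC level, against 1.16% and 2.74%. The quartile range of the genes in replicate 1 overlapped that of replicate 2 but not of replicate 3 in RPF, and that of replicate 3 but not of replicate 2 in total RNA. This choice of genes left replicate 1 free. With replicates 2 and 3 left free in turn, their own shares were 1.82% and 0.885% in RPF, below that of replicate 1, but 4.80% (6 genes) and 2.03% (3 genes) in total RNA. The total RNA share of replicate 1 was thus 0.658 times the highest of the others, while its median over genes, 3.21%, was above their 2.21% and 2.00%. Over 16 genes chosen on the mean RPF of all 3 replicates, total RNA replicate 1 held 3.45%, against 2.38% and 3.74%, with medians of 2.95%, 1.10% and 1.99%. Whether total RNA replicate 1 is raised therefore depends on the measure. Over 21 genes chosen on mean total RNA, RPF replicate 1 held 6.16%, against 2.38% and 0.918%. For the RPF library, undifferentiated cells in this culture and ESC material in that library alone cannot be told apart. Total counts were 1.20 times the mean of the other libraries for RPF and 1.99 times for total RNA, so depth does not account for the RPF library.

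The slope of fitted RPF fold changes on fitted mRNA fold changes was 1.05 across genes. From log2 CPM it was 1.08 for the mean of 3 pairs and 0.910, 1.078 and 1.096 in same-numbered pairs 1, 2 and 3, so the pairs differed in direction. Without ESC total RNA replicate 2 the slope was 0.999, consistent with dilution of the mRNA change by mixed material. However, 2 of the 12 fits that left out a library came within 0.02 of 1, and the 11 other slopes ran from 1.017 to 1.086, so this library is not singled out by the slope alone. After total RNA was thinned to the RPF depth the slope was 1.047, and over genes with at least 10 counts in every library it was 1.026, both outside that margin.

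TE changes rose with the GC content of the coding sequence. Spearman's rho across 11737 genes was 0.205, just past the limit of 0.2 set beforehand, and it was positive in all 9 pairings of an ESC with an EpiLC culture, from 0.0621 to 0.371. These pairings share libraries and are not independent. The rho with the length of the counted sequence was -0.0154. After the GC correction rho was -0.00308, and 18 genes were higher and 14 lower in TE, with 28 of the 30 genes called again. The correction itself brings rho near 0, so this is no test of its cause. The SD of the TE change over genes went from 0.433 to 0.426. A GC bias that differs between libraries may give the trend, but removing it changed the spread of TE little and did not remove most calls. A biological link of GC content to TE was not tested.

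The miRNAs of the ESCC family, which are abundant in ESCs, might act differently on their targets in the cell types. In the study, reporters for miRNA clusters of this family were on in EpiLCs too, so a difference need not follow. Among 11519 genes with a 3′ UTR, 373 had an 8-base match to the seed of these miRNAs. Their median TE change differed from that of other genes by -0.00235 on the log2 scale (camera p 0.797), and their median mRNA change by 0.0125 (camera p 0.745). No difference was detectable, with genes that hold only a shorter match left among the other genes. Conserved predicted targets, which the study used, were not tested. Genes with a site had longer 3′ UTRs, with a median of 2628 nt against 937 nt, and this was not corrected for.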
